A study of Homo sapiens with 9 samples. Its data were reported in "Epitranscriptomic Regulation of Platinum Resistance via the METTL3-ADAM23 Axis in Ovarian Cancer" (2026).

How the data were processed

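RNA sequencing was analysed from OVCAR5 cells, an established human ovarian cancer cell line, that had been transduced with lentivirus and selected with puromycin. Per the labels there were 9 libraries in 3 groups of 3, named NC, SM2 and SM4, where NC is given as the control and SM2 and SM4 as carrying a knockdown of METTL3. METTL3 is the catalytic subunit of the enzyme complex that adds N6-methyladenosine (m6A) to RNA. The labels do not say which short hairpin RNA of the study was used for SM2 and which for SM4. They describe the control as parental cells, while the methods of the study describe a control hairpin. A source field in the labels gives a different OVCAR name to each of the libraries labelled SM4, while the cell line field gives OVCAR5 for all 9 libraries. Groups were taken from the library titles alone. Because METTL3 itself went against the labels, groups are called by their labels throughout, and a comparison written as SM4 against NC means the libraries labelled SM4 against the libraries labelled NC.

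The authors deposited raw counts per gene for the 9 libraries, with no normalization. Per the methods of the study, the authors checked the reads with FastQC, aligned them to the human genome build hg38 with hisat2 and counted them per gene with Subread, without stating versions, the gene annotation or whether strand was used in counting. The labels and the methods of the study name different library kits and read layouts, so the layout behind the counts is uncertain. The table held 60649 gene identifiers and 0 columns were left unused. Of these identifiers, 60463 matched the GENCODE v44 annotation of the same assembly (GRCh38) without their version suffix, and 54131 matched with it. Gene symbols, coordinates, transcript lengths and GC content came from that annotation. Identifiers without a match held at most 0.0444% of the counts of any library. The 37 genes of the mitochondrial genome had 0 counts in every library, so mitochondrial transcripts were left out before the table was made or did not enter it.

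Totals ranged from 44103272 to 63693728 counts per library. Levels are in counts scaled to the library total (CPM), and a gene at 1 CPM was covered by 44.1 to 63.7 counts. These are counts without molecular identifiers, so their counting error is a lower limit on the true error. In R 4.3.3, genes with too few counts were removed with filterByExpr of edgeR 4.0.16, which left 19674 genes for testing and removed 40975. Normalization factors (TMM) lay between 0.989 and 1.01. All CPM values are TMM-normalized and were computed here from the deposited counts, as mean ± SD with n = 3 libraries.

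Genes were tested with the quasi-likelihood F test of edgeR, with all 9 libraries in one model that contained the group alone, and p-values were adjusted by the Benjamini-Hochberg method over the 19674 genes. A gene was called at an adjusted p below 0.05. The common biological coefficient of variation was 0.0587. The comparisons were SM2 against NC, SM4 against NC and SM4 against SM2; in the last one the control drops out, so it tests the difference between the other comparisons itself. Unless another test is named, adjusted p-values come from this edgeR test. The study used DESeq2, which was run here (version 1.42.0) as an alternative.

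The genes named in the text were chosen by a rule. They are METTL3, 5 genes that the text of the study names as METTL3 targets (ADAM23, OAS1, OAS2, CA2 and HLA-G), the other m6A genes (METTL14, METTL4, WTAP, VIRMA, RBM15, CBLL1, FTO and ALKBH5), and genes picked by rank. METTL4 stands among the m6A genes because the study counts it as a writer component. The ranked genes had a symbol and a mean of at least 1 CPM. They comprise the 5 genes that rose and the 5 that fell in both comparisons with NC with the largest smaller effect and no overlap between libraries, the 2 genes with the largest effects in each opposite pattern, and the 2 highest and 2 lowest genes of SM4 against SM2. The first 14 genes were also tested with p-values adjusted over the list alone. Because the study chose its 5 target genes partly on these samples, that adjustment is not independent evidence for them.

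Each of 7 gene lists, written from general knowledge, was tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation between genes of 0.01. The lists covered the type I interferon response, homologous recombination, NOD-like receptor signalling, VEGF-VEGFR2 signalling, TGF-beta signalling, Notch signalling and immediate-early genes. The 14 tests against NC were adjusted together, and the 7 tests of SM4 against SM2 were adjusted together. Of the genes picked by the study from these libraries and others, the interferon list held 6, the NOD-like receptor list 1, the TGF-beta list 2 and the immediate-early list 3.

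The tests, the rule for named genes, the lists and most alternatives were fixed before the data were examined. Those alternatives were DESeq2 size factors or upper-quartile normalization within edgeR, no filter on low counts, a filter on a mean of at least 1 CPM, DESeq2 itself, the replicate number as a block, removal of a gene length trend from each library (natural spline, 5 degrees of freedom), both of these together, only the 6 libraries compared, an adjusted p below 0.01, glmTreat against a 2-fold change, each library left out in turn, and for the gene lists fry and camera with an estimated correlation. A removal of both length and GC trends and a halving of all counts were chosen after seeing the data, as were the list tests of SM4 against SM2.

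Because both comparisons with NC share the NC libraries, 20 simulations drew all 9 libraries from the same means. They set the value that sharing alone gives to the correlation of fold changes where no group differs. Few genes are called in such data, so the simulations set no useful value for the overlap of called genes. The pipeline was tested on simulated data with 19674 genes, of which 200 were changed 2-fold. It called 150 of these (75%) in the right direction, with 11 unchanged genes among 161 calls (6.83%) and a median fitted log2 fold change of 0.98 for doubled genes. In the simulated data camera gave 3 of 100 unchanged lists a p below 0.05. Those lists were random and their genes were drawn independently, so this rate does not hold for lists of genes that vary together. With 3 libraries against 3, an exact permutation test of a single value cannot give a two-sided p under 0.1, so no such test was used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.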

Results

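The deposited counts describe messenger RNA levels in OVCAR5 ovarian cancer cells, in 3 libraries labelled NC (control), 3 labelled SM2 and 3 labelled SM4 (described as METTL3 knockdown). The libraries labelled NC held 44103272, 54998313 and 58503501 counts, those labelled SM2 held 46011123, 48082138 and 52630857, and those labelled SM4 held 60181506, 63693728 and 50745778. Between 97.5% and 97.8% of the counts fell in protein-coding genes, and the 10 most abundant genes took 3.47% to 3.68% of a library. Replicates were alike but not duplicates of each other. The Pearson correlation of log2 CPM across genes between replicates of a group lay between 0.991 and 0.993, and a chi-square test of their counts gave 4.44 to 6.48 per degree of freedom in 7 of the 9 pairs, where sampling noise alone gives about 1. The 2 other pairs, both with SM2 replicate 3, gave 18.4 and 15.2. Each of the 9 libraries was closest to another library of its own label.

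The first question was whether METTL3, the gene that the labels give as knocked down, was lower in the libraries labelled SM2 and SM4. It was not. METTL3 (ENSG00000165819.12, protein-coding, chromosome 14, 21498133 to 21511342, GRCh38) was at 35.8 ± 1.19 CPM in the libraries labelled NC, 39.0 ± 1.64 CPM in those labelled SM2 and 60.2 ± 2.48 CPM in those labelled SM4 (SD, n = 3). The single values were 36.2, 34.4 and 36.6 CPM for NC, 37.1, 39.8 and 40.01 CPM for SM2, and 60.6, 57.5 and 62.4 CPM for SM4. In SM4 against NC the log2 fold change was 0.75 (SE 0.0539, adjusted p 2.21e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 libraries above every library labelled NC. In SM2 against NC the log2 fold change was 0.12 (SE 0.0549, adjusted p 0.12), higher in 3 of 3 libraries but short of the threshold. Over the alternatives the log2 fold change of METTL3 lay between 0.72 and 0.78 in SM4 against NC and between 0.09 and 0.16 in SM2 against NC. METTL3 overlaps TOX4 on the other strand, and whether counting used strand is not stated; TOX4 itself had log2 fold changes of -0.06 and -0.07 in SM2 and SM4 against NC. The transcript level therefore went against the labels in SM4 and did not differ past the threshold in SM2, and each direction below rests on the labels alone.

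**Figure D1:**
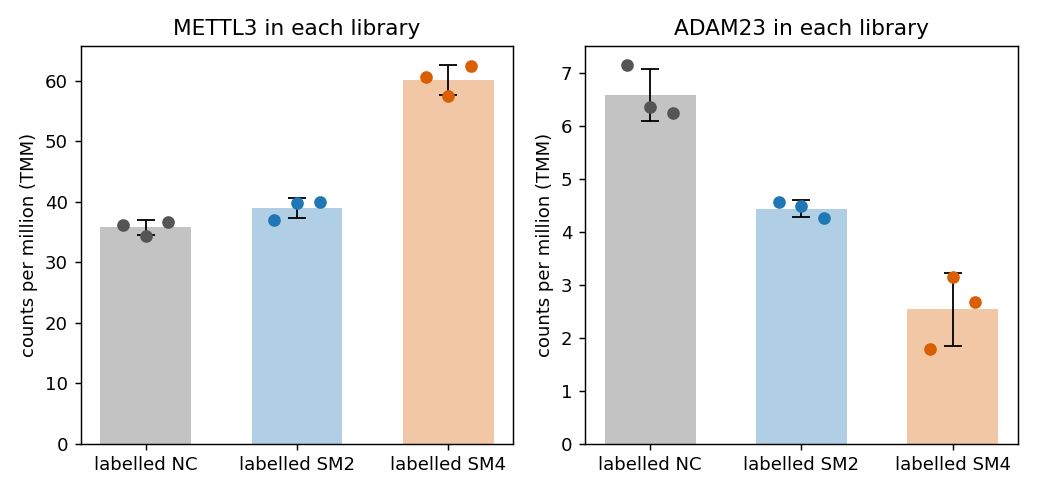
METTL3 (left) and ADAM23 (right) in each of the 9 libraries, in TMM-normalized CPM on the vertical axis, by label on the horizontal axis; points are libraries, bars are means and error bars are SD (n = 3). The 3 libraries labelled SM4 lie at 57.5 to 62.4 CPM for METTL3, above the 6 others, and at 1.79 to 3.15 CPM for ADAM23, below the 6 others.

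The comparison of SM2 with NC asked which genes differed between the libraries with these labels. Of 19674 genes tested, 4389 (22.3%) were called, 2367 higher and 2022 lower, and 6487 had an unadjusted p below 0.05. The median size of the change among called genes was 0.31 on the log2 scale. At least 2-fold changes were found in 444 of the called genes, 372 higher and 72 lower. The stricter threshold of 0.01 moved the number of called genes most, to 2775, and a test against a 2-fold change (glmTreat) moved the 2-fold count most, to 77.

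The comparison of SM4 with NC asked the same. It called 4173 genes (21.2%), 2167 higher and 2006 lower, and 6235 had an unadjusted p below 0.05. Which direction held more genes depended on the setting in both comparisons with NC: higher genes made up 46.6% to 58.6% of those called in SM2 and SM4 over the alternatives. Changes of at least 2-fold were found in 464 of them, 361 higher and 103 lower. In each of the comparisons with NC 22 of the genes changed at least 2-fold had a group in which no library exceeded 3 counts, so their fold changes have no defined size.

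**Figure D2:**
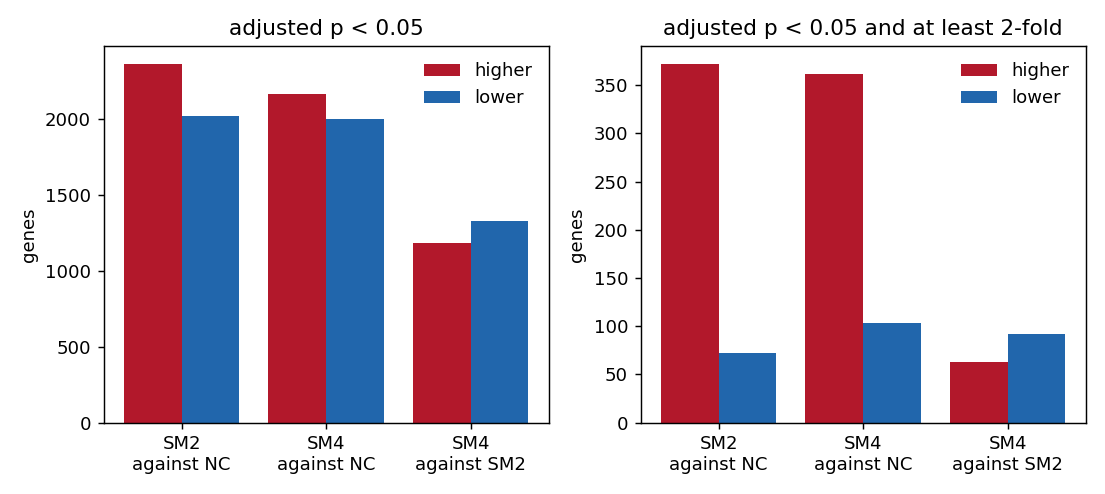
Number of genes (vertical axis) called higher (red) or lower (blue) in each comparison (horizontal axis), at an adjusted p below 0.05 (left) and with a change of at least 2-fold as well (right). Among genes changed at least 2-fold against NC, higher genes outnumber lower ones, 372 to 72 for SM2 and 361 to 103 for SM4.

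Whether the same genes changed in SM2 and in SM4 against NC was asked next, since the study kept genes that changed in each METTL3 perturbation. Both comparisons called 2399 genes, of which 2311 changed the same way (1321 higher and 990 lower) and 88 changed in opposite ways. Simulated groups, all drawn from the same means so that none differed, gave at most 1 gene called in both. Few calls were to be expected there, so that number does not show how much overlap a differing NC group gives. Across the 19674 genes, which are not independent replicates, the log2 fold changes correlated with a Pearson r of 0.69, where sharing the controls alone gave 0.50 on average (0.48 to 0.53 over 20 simulations). The share of genes with the same sign was 71.7%, against 66.7% (66.1% to 67.5%) from sharing alone. Without a filter on low counts the correlation fell to 0.52 over 37277 genes, and the value that sharing gives was not simulated for that set. Every such overlap depends on which group is the common reference. With SM2 as the reference for both other groups, 1313 genes were called in both comparisons, 1076 of them the same way, with an r of 0.39 where unchanged groups gave 0.51 (0.49 to 0.53). With SM4 as the reference, 1296 genes were called in both, 1099 the same way, with an r of 0.40 where unchanged groups gave 0.48 (0.47 to 0.50).

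**Figure D3:**
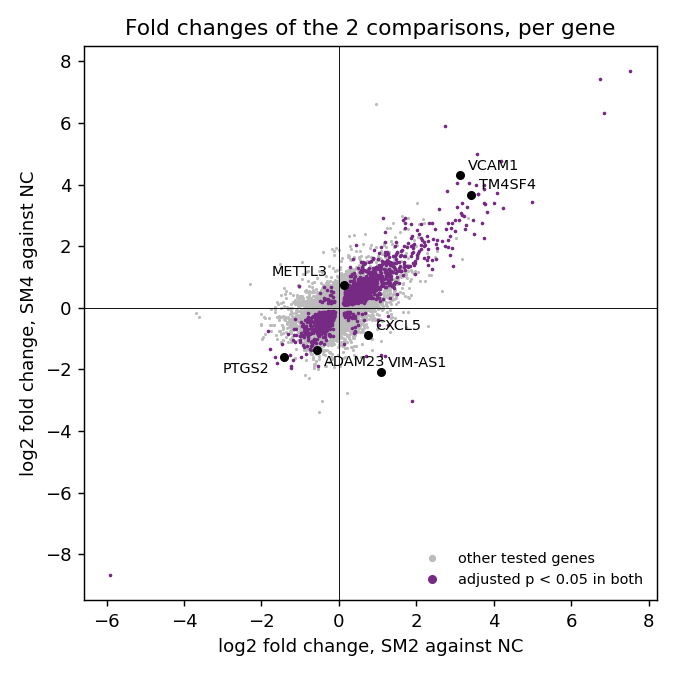
Log2 fold change of each of the 19674 tested genes in SM2 against NC (horizontal axis) and SM4 against NC (vertical axis); purple points are the 2399 genes with an adjusted p below 0.05 in both, grey points the other genes, and black points carry names. Most purple points (2311) have the same sign on both axes, and the points farthest from the centre are genes with a group near 0 counts, whose fitted fold change has no defined size.

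SM4 was compared with SM2 directly. This comparison called 2518 genes (12.8%), 1188 higher and 1330 lower in the libraries labelled SM4, and 5031 had an unadjusted p below 0.05. Changes of at least 2-fold were found in 155 of them, 63 higher and 92 lower, of which 5 had a group in which no library exceeded 3 counts. Leaving out SM4 replicate 1 lowered the number of called genes to 1574.

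Among the 14 genes of the study and the m6A machinery, 3 were called in SM2 against NC, 8 in SM4 against NC and 6 in SM4 against SM2 over all genes tested, and 4, 11 and 9 were called when adjusted over the list alone. ADAM23 (ENSG00000114948.13, chromosome 2, 206443532 to 206621127), a cell-surface protein of the ADAM family that the study followed as a METTL3 target, was at 6.59 ± 0.497 CPM in the libraries labelled NC, 4.44 ± 0.161 CPM in those labelled SM2 and 2.54 ± 0.688 CPM in those labelled SM4 (SD, n = 3). Its log2 fold change was -0.57 (SE 0.148, adjusted p 0.00765) in SM2 against NC and -1.37 (SE 0.153, adjusted p 1.08e-06) in SM4 against NC, lower in 3 of 3 libraries in each case. These directions rest on the labels, which METTL3 itself contradicts in SM4. OAS1 (ENSG00000089127.15, chromosome 12, 112905856 to 112933219) and OAS2 (ENSG00000111335.14, chromosome 12, 112978395 to 113011723), genes of the antiviral response, were higher in SM4 against NC by 0.65 (adjusted p 3.55e-08) and 1.20 (adjusted p 1.6e-06) on the log2 scale. In SM2 against NC they changed by 0.01 (adjusted p 0.952) and 0.17 (adjusted p 0.449). The sign of OAS1 in SM2 turned without NC replicate 1 (-0.014) or 2 (-0.020) or SM2 replicate 1 (-0.028) and when gene length trends were removed (-0.030). CA2 (ENSG00000104267.10, chromosome 8, 85463968 to 85481493), a carbonic anhydrase, was lower by 0.36 (adjusted p 0.000127) in SM2 and by 0.96 (adjusted p 3e-10) in SM4; it overlaps CA3-AS1, which had at most 0.899 CPM in any group. HLA-G (ENSG00000204632.12, chromosome 6, 29826967 to 29831125) was called in neither comparison with NC over all genes (adjusted p 0.654 and 0.117), was called in SM4 over the list alone (adjusted p 0.0452), and its 3.48 to 4.86 CPM are uncertain because near-identical HLA genes reach 583 to 740 CPM (HLA-C). It was called in SM4 against NC only in the fit without NC replicate 3 among the fits that left out 1 library (log2 fold change 0.52), and its log2 fold change in SM2 of -0.12 turned to 0.04 in that fit. It was also called in SM4 with the replicate number as a block and the gene length trend removed (0.37).

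Of the other m6A genes, METTL4 (ENSG00000101574.15, chromosome 18, 2537525 to 2571509) was called in both comparisons, at 46.5 ± 0.413 CPM in the libraries labelled NC, 36.9 ± 0.663 CPM in those labelled SM2 (log2 fold change -0.33, adjusted p 5.09e-05) and 40.7 ± 1.11 CPM in those labelled SM4 (log2 fold change -0.19, adjusted p 0.00763), lower in 3 of 3 libraries of each. METTL4 overlaps another tested gene, ENSG00000266783, whose level is not given here. FTO (ENSG00000140718.21, chromosome 16, 53701692 to 54158512), which overlaps RPGRIP1L, and ALKBH5 (ENSG00000091542.9, chromosome 17, 18183078 to 18209954), the genes of both m6A demethylases, were lower in SM4 against NC by 0.18 each (adjusted p 0.0428 and 0.0288). The FTO call was lost in 6 of the fits that each left out 1 library (NC replicates 1 to 3, SM2 replicate 2, SM4 replicates 1 and 3), where its log2 fold change lay between -0.18 and -0.15, and with DESeq2 size factors (-0.17) or upper-quartile normalization (-0.16). The ALKBH5 call was lost in 5 (NC replicates 1 to 3, SM4 replicates 1 and 3), where it lay between -0.19 and -0.14. In SM2 against NC the same genes changed by -0.08 (adjusted p 0.411) and -0.12 (adjusted p 0.162). METTL14, WTAP, VIRMA, RBM15 and CBLL1 were not called against NC over all genes, with log2 fold changes between -0.26 (RBM15, SM2) and 0.02 (METTL14, SM2). Single libraries decided some of these: RBM15 in SM2 was called without SM2 replicate 1 (-0.35) or replicate 2 (-0.32), ALKBH5 in SM2 without SM2 replicate 1 (-0.17), and VIRMA in SM4 without SM2 replicate 3 (-0.12). Other settings did so too. RBM15 in SM2 (adjusted p 0.0503) was called without a filter (-0.26), with a mean of at least 1 CPM (-0.25), in DESeq2 (-0.26), with counts halved (-0.26), and with the gene length trend (-0.28) or length and GC trends (-0.30) removed. ALKBH5 in SM2 was called with the length trend (-0.14) or both trends removed (-0.19), VIRMA in SM4 likewise (-0.14 and -0.11) and with only the 6 libraries compared (-0.12), and METTL14 in SM4 with the length trend removed (-0.15).

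The genes that rose most in both comparisons, by the smaller of their effects, were TM4SF4, VCAM1, AMOT, AUTS2 and PALM, each with 3 of 3 libraries above every library labelled NC in both comparisons. For a single gene chance gives such a separation of 3 libraries from 3 in 10% of cases for either direction together, and the genes were ranked on these values. Such genes, like those that fell in both, set the libraries labelled NC apart from all others. If NC is not the control, they could mark that group alone, with their directions reversed. TM4SF4 (ENSG00000169903.7, chromosome 3, 149474697 to 149503394), a membrane protein, rose from 0.441 ± 0.075 CPM to 4.80 ± 1.12 CPM in SM2 (log2 fold change 3.42, adjusted p 1.77e-10) and 5.70 ± 0.203 CPM in SM4 (log2 fold change 3.67, adjusted p 3.27e-11). VCAM1 (ENSG00000162692.12, chromosome 1, 100719742 to 100739045), a cell adhesion molecule, rose from 0.528 ± 0.2 CPM to 4.58 ± 0.415 CPM in SM2 (log2 fold change 3.14, adjusted p 2.46e-10) and 10.3 ± 0.904 CPM in SM4 (log2 fold change 4.31, adjusted p 3.87e-13). AMOT (ENSG00000126016.17, chromosome X, 112774503 to 112840831), AUTS2 (ENSG00000158321.18, chromosome 7, 69598296 to 70793506) and PALM (ENSG00000099864.18, chromosome 19, 708935 to 748329) had log2 fold changes of 3.23, 3.46 and 2.92 in SM2 and 2.98, 2.87 and 2.75 in SM4, with the largest of their adjusted p-values at 2.22e-08.

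The genes that fell most in both comparisons were F5, PTGS2, KYNU, KIAA1755 and POU2F2, each with 3 of 3 libraries below every library labelled NC. PTGS2 (ENSG00000073756.13, chromosome 1, 186671791 to 186680922), which encodes a cyclooxygenase and overlaps the low-count antisense gene PACERR, fell from 99.9 ± 8.72 CPM to 37.2 ± 2.38 CPM in SM2 (log2 fold change -1.42, adjusted p 2.56e-12) and 33.0 ± 0.448 CPM in SM4 (log2 fold change -1.60, adjusted p 1.92e-13). KYNU (ENSG00000115919.15, chromosome 2, 142877657 to 143055833), an enzyme of tryptophan breakdown, fell from 66.8 ± 2.23 CPM to 27.8 ± 0.642 CPM (log2 fold change -1.26, adjusted p 2.42e-12) and 23.2 ± 1.06 CPM (log2 fold change -1.53, adjusted p 6.84e-14). F5 (ENSG00000198734.12, chromosome 1, 169511951 to 169586588), KIAA1755 (ENSG00000149633.12, chromosome 20, 38210503 to 38260772) and POU2F2 (ENSG00000028277.21, chromosome 19, 42086110 to 42196585) had log2 fold changes of -1.65, -1.14 and -1.001 in SM2 and -1.59, -1.10 and -1.10 in SM4, with adjusted p-values of at most 0.000351.

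Among the 88 genes called in opposite ways, those with the largest effects were VIM-AS1 and CXCL5 (higher in SM2, lower in SM4) and UGT1A10 and NIPAL4 (lower in SM2, higher in SM4). CXCL5 (ENSG00000163735.7, chromosome 4, 73995642 to 73998677), a chemokine, was at 50.8 ± 1.35 CPM in the libraries labelled NC, 85.4 ± 5.77 CPM in those labelled SM2 (log2 fold change 0.75, adjusted p 5.1e-09) and 27.6 ± 1.44 CPM in those labelled SM4 (log2 fold change -0.88, adjusted p 6.02e-10), with 3 of 3 libraries on its side in each comparison. VIM-AS1 (ENSG00000229124.7, long non-coding, chromosome 10, 17214239 to 17230018) had log2 fold changes of 1.08 (adjusted p 0.00055) and -2.09 (adjusted p 3.82e-06), and is uncertain because it overlaps VIM on the other strand. UGT1A10 (ENSG00000242515.5, chromosome 2, 233636448 to 233773300) had log2 fold changes of -1.03 (adjusted p 0.0108) and 0.72 (adjusted p 0.0418), and is uncertain because it shares exons with the other UGT1A genes. NIPAL4 (ENSG00000172548.15, chromosome 5, 157460213 to 157474722) had log2 fold changes of -0.50 (adjusted p 0.0186) and 0.49 (adjusted p 0.0141). Some of these calls rest on single libraries. UGT1A10 in SM4 lost its call without NC replicate 2 or 3 or SM4 replicate 2 or 3 (log2 fold changes of 0.57 to 0.67), NIPAL4 in SM2 without NC replicate 1 or 3 or SM2 replicate 2 or 3 (-0.48 to -0.44), and NIPAL4 in SM4 without NC replicate 2 (0.41) or SM4 replicate 2 (0.43). In SM4 against SM2 the highest genes were CAPN6 (ENSG00000077274.9, chromosome X, 111245099 to 111270483; log2 fold change 3.18, adjusted p 9.1e-08) and ARSI (ENSG00000183876.9, chromosome 5, 150296343 to 150339307; 1.91, adjusted p 2.07e-05), and the lowest were VIM-AS1 (-3.17, adjusted p 1.78e-08) and CFTR (ENSG00000001626.16, chromosome 7, 117287120 to 117715971; -2.27, adjusted p 1.87e-09).

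The gene lists, apart from the immediate-early genes, addressed pathways that the study linked to METTL3. The type I interferon list (42 genes) was higher in SM4 against NC in camera of limma (adjusted p 6.81e-27), with a median log2 fold change of 0.55, 39 of 42 genes higher, and the list mean of 3 of 3 libraries above every library labelled NC. In SM2 against NC its adjusted p was 0.0827, with a median of 0.06 and 28 of 42 genes higher. The list mean was above every library labelled NC in 3 of 3 libraries there too. The TGF-beta list (33 genes) was lower in SM4 against NC (adjusted p 0.0171, median -0.09, 10 of 33 genes higher, 3 of 3 libraries below), and its adjusted p in SM2 against NC was 0.203. The lists of homologous recombination (adjusted p 0.636 and 0.362 in SM2 and SM4 against NC), NOD-like receptor signalling (0.277 and 0.0629), VEGF-VEGFR2 signalling (0.431 and 0.267), Notch signalling (0.385 and 0.874) and immediate-early genes (0.277 and 0.203) were not called. Under both fry and an estimated correlation the interferon call in SM4 against NC held, while the TGF-beta call was lost with an estimated correlation (adjusted p 0.532, within a range of 0.00362 to 0.532 over its alternatives). In SM4 against SM2 the interferon list was higher (adjusted p 3.09e-28, median 0.45, 38 of 42 genes higher) and the immediate-early list lower (adjusted p 0.000202, median -0.17, 10 of 33 genes higher), each with 3 of 3 libraries beyond every library labelled SM2. The second call held under fry and was lost with an estimated correlation (adjusted p 0.16, within a range of 2.72e-05 to 0.16). The interferon directions against NC again rest on labels that METTL3 contradicts in SM4.

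**Figure D4:**
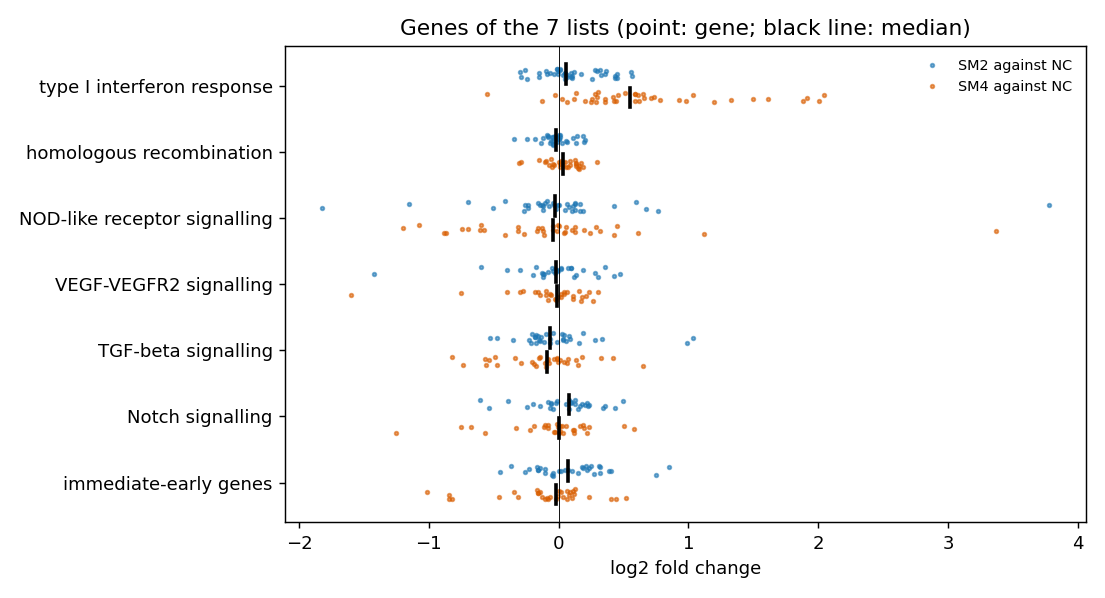
Log2 fold change (horizontal axis) of the tested genes of each of the 7 lists (vertical axis) in SM2 against NC (blue) and SM4 against NC (orange); points are genes and black lines are medians. The interferon genes are shifted in SM4 (median 0.55) more than in SM2 (median 0.06), while the medians of the other lists lie between -0.09 and 0.08.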

Values the study reported

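The study reported 6559 differentially expressed genes for the first METTL3 short hairpin RNA and 4199 for the second, at a false discovery rate below 0.05. Its supplement also lists fold changes of single genes, whose signs are taken up among the other observations.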

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

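The tests of gene length and GC bias, of SM2 replicate 3 and of abundant genes for the gene count, the tests of VIM, the list tests of SM4 against SM2 and their splits were chosen only after the result was seen. Every result in this part drew attention because the libraries labelled SM2 and SM4, which carry the same kind of perturbation by their labels, differed from each other in a test of the difference itself (SM4 against SM2, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or camera for gene lists).

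The number of genes that differed was 2518. In a fit of the 6 libraries labelled SM4 and SM2 alone, the real split called 2089 genes, 5 of them study or m6A genes. Of the 10 splits of these libraries only 1, the real one, gave as many of either. That is the smallest share that 10 splits allow. Each of the 9 other splits called 0 genes (263 to 991 at an unadjusted p below 0.05, against 4542 in the real split). It mixes the labels and so widens the spread within its groups, and a low count there was to be expected, so these counts decide nothing. Several technical explanations were argued against. With all libraries thinned to 44103272 counts, the smallest total, 2459 genes were called, so depth was not the cause. With gene length and GC trends removed there were 3281, and without SM2 replicate 3, the least typical library, there were 2748. No library gave more than 3.68% of its counts to its 10 most abundant genes, so a few genes did not carry the difference. A different hairpin, separate transduction and selection of each cell population, and an exchange of group names remain open. The first of these were not tested, and the last is taken up among the other observations.

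METTL3 was higher in the libraries labelled SM4 than in those labelled SM2 by 0.63 (adjusted p 7.46e-08), with 3 of 3 libraries above. Of the study's genes, ADAM23 (-0.81, adjusted p 0.00131) and CA2 (-0.60, adjusted p 6.61e-07) were lower, and OAS1 (0.64, adjusted p 1.14e-07) and OAS2 (1.02, adjusted p 2.24e-05) were higher, on the log2 scale and in 3 of 3 libraries each. All of these kept their direction and their call in the alternatives run. HLA-G was higher by 0.48 with an adjusted p of 0.0496, just inside the threshold. That call was lost in 5 of the fits that each left out 1 library (NC replicate 2, SM2 replicates 1 and 2, SM4 replicates 2 and 3), with values of 0.37 to 0.48, and with upper-quartile normalization (0.48). The related genes HLA-B, HLA-C, HLA-E and HLA-F did not move with it, and had log2 fold changes between -0.25 and -0.03 in the same comparison. No further technical test was run for these genes beyond those of the gene count. A difference between the hairpins stays open. So does an exchange of group names, by which this would be a comparison of control with knockdown, as taken up among the other observations.

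Among the genes that changed the same way in both comparisons with NC, VCAM1 was higher in SM4 than in SM2 by 1.17 (adjusted p 3.07e-06), while AUTS2 (-0.59, adjusted p 0.0366) and KYNU (-0.26, adjusted p 0.00302) were lower. AUTS2 lost its call without SM2 replicate 1 or 2 or any of the SM4 replicates, with values of -0.63 to -0.52. Among those that changed in opposite ways, CXCL5 was lower (log2 fold change -1.63, adjusted p 1.12e-13) and NIPAL4 was higher by 0.99 (adjusted p 6.11e-05), each in 3 of 3 libraries. CAPN6 (3.18, adjusted p 9.1e-08), ARSI (1.91, adjusted p 2.07e-05) and CFTR (-2.27, adjusted p 1.87e-09) were among the largest differences by the rule for named genes, each with 3 of 3 libraries beyond every library labelled SM2. CAPN6 and ARSI had group means of only 0.348 and 0.525 CPM in SM2. No biological explanation was tested for these genes apart from the labels.

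VIM-AS1 was lower in SM4 than in SM2 by a log2 fold change of -3.17 (adjusted p 1.78e-08). It runs antisense to VIM, whose log2 fold change in the same comparison was -1.61. Reads of VIM counted for VIM-AS1 stay in proportion to VIM, and VIM-AS1 fell further than VIM by 1.56 (difference -1.56, SE 0.259 with the genes taken as independent), which argues against such reads as the whole cause. If all VIM-AS1 counts in SM4 were reads of VIM, these would make up 0.925 of the 2.74 CPM in SM2, so a contribution up to that size stays open, since strand use is not stated. Against NC the picture was different: VIM was higher in SM4 by 1.35 while VIM-AS1 was lower (-2.09), which argues against reads of VIM as the source of the lower VIM-AS1 level there.

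UGT1A10 was higher in SM4 than in SM2 by 1.74 (adjusted p 0.000112). It shares its downstream exons with the other UGT1A genes, which could divide reads between them. Of 8 other UGT1A genes listed, 0 had enough counts to be tested, and the largest total of another one was 71 counts over the 9 libraries, so which UGT1A transcript changed cannot be told apart here.

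The interferon list was higher in SM4 than in SM2, with a median log2 fold change of 0.45 (adjusted p 3.09e-28 in camera). The median was 0.42 after removal of gene length and GC trends and 0.45 (0.4525) with all libraries thinned to equal depth, so neither explains it. The call held under fry and with an estimated correlation (adjusted p between 1.42e-32 and 0.00162 over its alternatives). The immediate-early list was lower, with a median of -0.17 (adjusted p 0.000202), and -0.14 after removal of both trends. Its call was lost with an estimated correlation (adjusted p 0.16). In camera 5 of the 10 splits of the 6 libraries, the real one included, gave at least as many called lists as the real 2. Each other split keeps 2 of the 3 libraries of a label together, so part of the group difference remains in it. Another split called as many as 4 lists, more than the real one, which that remaining part alone does not account for. The cause was not tested, and this count gives the real 2 calls no backing. The interferon genes could also respond to lentiviral transduction or to culture conditions, for which no test was possible here.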

How the results depend on the processing

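Of the values recomputed under an alternative, 2272 kept their direction and their side of the threshold (or, for counts, stayed within 1.5 times), 57 became called, 47 lost their call, 20 moved further and 30 changed sign. METTL3 and ADAM23 kept direction and call against NC under each alternative run, with log2 fold changes of -0.61 to -0.51 (SM2) and -1.57 to -1.17 (SM4) for ADAM23 without single libraries. Of single named genes, 42 values became called, 44 lost their call and 27 changed sign. The removal of length and GC trends and the halving of counts were chosen after seeing the data.

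At an adjusted p below 0.01 the number of called genes fell to 2775 (SM2 against NC), 2646 (SM4 against NC) and 1393 (SM4 against SM2), and to 1413 for genes changed the same way, by construction. Tested against a 2-fold change with glmTreat, 77 and 104 genes were called at least 2-fold changed in SM2 and SM4 against NC, a stricter question. With a mean of at least 1 CPM, 14432 genes were tested and the edgeR count of genes called and changed at least 2-fold fell from 444 and 464 to 193 and 226, while the TGF-beta list in SM4 against NC lost its call (adjusted p 0.0665). The correlation of fold changes was 0.517 without a filter and 0.524 in DESeq2, where 37277 and 37276 genes were tested, most of the added ones with few counts.

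With the gene length trend removed, alone or with the replicate block, and with length and GC trends removed, 5 of the 14 listed genes were called in SM2 against NC in each case in place of 3. OAS1 in SM2 against NC turned to -0.030, -0.031 and -0.0025 in these fits, and CBLL1 turned to 0.039 (SM2) and 0.010 (SM4) with both trends removed, against 0.0074 for OAS1 and -0.020 and -0.042 for CBLL1 in the fit of the report. In SM4 against SM2, WTAP (-0.022 there) turned to 0.0027, 0.0020 and 0.0062 in the same fits, and KIAA1755 (0.038 there) to -0.0047 with both trends removed. The cause was not tested. Which direction held more called genes also depended on these choices: higher genes made up 53.9% (SM2) and 51.9% (SM4) of those called against NC in the fit of the report, 46.6% and 46.7% with both trends removed, 58.6% and 58.3% with upper-quartile normalization, and 47.8% in SM4 with only the 6 libraries compared.

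Under fry the interferon (adjusted p 0.0117) and NOD-like receptor lists (0.0117) in SM2 against NC, and the NOD-like receptor (0.000312), VEGF-VEGFR2 (0.0126) and immediate-early lists (0.0126) in SM4 against NC, became called. So did the NOD-like receptor (0.00225) and Notch lists (0.0204) in SM4 against SM2, and the Notch list in SM4 against NC changed sign without a call (0.214). Fry asks whether a list changes at all, not whether it changes more than other genes. With an estimated correlation the TGF-beta list in SM4 against NC (0.532) and the immediate-early list in SM4 against SM2 (0.16) lost their calls.

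Across the 9 fits that each left out 1 library, the correlation ranged from 0.617 to 0.737, the number of genes that differed in SM4 against SM2 from 1574 (without SM4 replicate 1) to 2748, and the listed genes called in SM2 against NC from 3 to 5 (without SM2 replicate 1). Adjusted p-values ranged from 0.0374 to 0.0788 for the NOD-like receptor list in SM4 against NC, which was called without NC replicate 2, SM2 replicate 2 or 3 or SM4 replicate 1 or 2, and from 0.778 to 0.993 for the Notch list there, which changed sign without NC replicate 3. They ranged from 0.325 to 0.853 for homologous recombination in SM2 against NC, which changed sign without SM2 replicate 3. In SM4 against SM2 they ranged from 0.0313 to 0.236 for homologous recombination (called without SM2 replicate 1), from 0.0377 to 0.425 for VEGF-VEGFR2 and from 0.0344 to 0.382 for TGF-beta (both called without SM2 replicate 3). In SM2 against NC the log2 fold changes of genes near 0 crossed it: OAS1 from -0.028 to 0.055, VIRMA from -0.035 to 0.066, CBLL1 from -0.058 to 0.021, HLA-G from -0.24 to 0.042 and METTL14 from -0.0071 to 0.071. In SM4 against SM2 the same held for CBLL1 from -0.059 to 0.013, F5 from -0.093 to 0.26, KIAA1755 from -0.050 to 0.15, POU2F2 from -0.24 to 0.060 and WTAP from -0.056 to 0.030.

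The replicate numbers did not pair the libraries, since deviations of same-numbered libraries from their group means correlated at -0.053 to 0.0453. With the replicate number as a block, 4693, 4484 and 2815 genes were called in the 3 comparisons, and with the length trend removed as well 5493, 5277 and 3295. The block changed no call of a gene list; among named genes it added RBM15 in SM2 against NC and VIRMA in SM4 against SM2 (-0.13), and removed UGT1A10 in SM4 against NC (0.70), a call that DESeq2 also removed (0.72). Some called genes lay near the floor: 22 genes called 2-fold changed against NC in each comparison had a group with at most 3 counts per library.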

Other observations

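The tests of the METTL3 pattern, except that of exon junctions, and the test of even counts were chosen only after the result was seen.

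METTL3 was not lower in either group labelled as a knockdown, and was higher in the libraries labelled SM4 (log2 fold change 0.75 against NC). Normalization was argued against, since the lowest value over the alternatives was 0.72, and so was a bias of gene length or GC content, since the value with both trends removed was 0.78. A single exchanged library was argued against as well, because 9 of 9 libraries were closest to another library of their own label. Libraries of different cell lines, which the source field would allow for SM4, were argued against by the lowest correlation between 2 libraries labelled SM4, 0.992, which was no lower than the 0.991 found within SM2. Lower METTL3 activity in spite of a higher transcript level could not be told from these data: m6A tends to be sparse in transcripts with many exon junctions, so lower activity would give a negative Spearman correlation across genes of the SM4 change with junctions per kilobase. For SM4 against the mean of NC and SM2 it was 0.0629, inside the -0.091 to 0.0766 found between replicates of a group. Taken singly it was 0.031 against NC, also inside, and 0.0915 against SM2, outside and positive. None of these SM4 values was negative, but the test as planned cannot be told apart from replicate noise here. For SM2 against NC the correlation was -0.0344, negative and also inside the range between replicates.

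An exchange of group names stays a hypothesis here, but the study's own fold changes go with it. Its supplement lists METTL3, ADAM23, OAS1, OAS2, CA2 and HLA-G for each hairpin against the control. For the first hairpin the values are nearly those of SM4 against NC here, with the sign reversed. For the second hairpin they are nearly those of SM4 against SM2, also reversed. The study's values thus appear to take the libraries labelled SM4 as the control, and where the names changed is not shown. If the libraries labelled SM4 were the control, 6 of 6 directions would be those that the study describes for a knockdown (METTL3 lower, ADAM23 higher and the interferon list lower, each in both other groups). With SM2 as the reference it would be 3 of 6, and with NC, as labelled, 0 of 6. The study drew its directions partly from these same libraries, so this count adds little to the match of fold changes above. Separately, DESeq2 on the 6 libraries of each pair gave 6559 genes for SM4 and NC, 4200 for SM4 and SM2 and 5579 for SM2 and NC at an unadjusted p below 0.05, and 4861, 2190 and 3664 after adjustment. The unadjusted counts of the pairs that contain SM4 equal or nearly equal the counts quoted from the study above, which the study gives as adjusted ones. Both tests fit names that were exchanged between SM4 and NC, and the second also suggests that an unadjusted p was used. Neither excludes other histories of the files, and the directions are not independent of each other. With SM4 as the common reference the correlation of fold changes (0.397) lay below what unchanged groups give (0.484). The same held with SM2 as the reference (0.393 against 0.512), and NC and SM2 themselves differ, so this does not tell which group is the control. No group was reassigned here, and all comparisons keep the labels as given.

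The number of genes called in SM4 against NC with an adjusted p below 0.05 was 4173. That is lower than the larger of the values quoted from the study above, for which the study used DESeq2. DESeq2 on the 6 libraries labelled SM4 and NC gave 6559 genes at an unadjusted p below 0.05. After adjustment it gave 4861.

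Other splits of the libraries bear on the counts of the report. In fits of the 6 libraries compared alone, the real split called 3829 genes in SM2 against NC and 5431 in SM4 against NC. Of these, 395 and 480 changed at least 2-fold, and 3 and 9 were listed genes. Of the 10 splits only 1, the real one, gave as many of each. The 9 others gave 0 of each (at an unadjusted p below 0.05, 200 to 887 and 238 to 547 genes against 5966 and 7052). Mixing the labels widens the spread within the groups, so low counts were to be expected there. For the gene lists it was 10 of 10 in SM2 against NC, where the real split called none (in the fit of all 9 libraries the interferon list alone had an unadjusted p below 0.05, at 0.0236), and 1 of 10 in SM4 against NC, where each of the 9 other splits called 1 or 2 lists and the real one called 3. With 10 splits a share below 0.1 is out of reach, and each other split keeps 2 of the 3 libraries of a label together, so part of the group difference remains in it and these say little. Of 60 drawn splits of the 9 libraries into a reference and a pair of groups, only 1, the real one, gave as many genes changed the same way, where each of the others gave 0 (22 to 673 at an unadjusted p below 0.05 in both, against 3602). Low counts were to be expected here as well, so this says little. Only 1 gave as high a correlation, with 0.634 the highest among the others.

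SM2 replicate 3 departed from its group, with chi-square values of 18.4 and 15.2 per degree of freedom against replicates 1 and 2. Its deviations fell with gene length (Spearman rho -0.666 across 10291 genes). Removing a length trend from each library lowered the values to 10.1 and 7.74, still above the 3.74 to 6.11 of the other pairs, so a length trend may explain part of the departure and not all of it. No biological explanation was tested.

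Low counts were mostly even. Among counts of 2 to 20, even values were 1.45 times as frequent as their odd neighbours would give, and 66.2% of counts were even, against 49.9% of counts between 1000 and 10000. This is consistent with both mates of a read pair having been counted, and less so with single reads, although no read was examined. If so, the true number of fragments is lower than the counts, and the test on halved counts called 4428, 4236 and 2623 genes in the 3 comparisons.

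The 37 mitochondrial genes had 0 counts in every library, while nuclear copies of mitochondrial sequence on chromosome 1 did not: MTATP6P1 (633696 to 634376) had 18244 to 35960 counts per library, MTND2P28 (629640 to 630683) had 9078 to 16431 and MTCO1P12 (631074 to 632616) had 464 to 840.

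A gene chosen after its values were seen, PRND (ENSG00000171864.5, chromosome 20, 4721909 to 4728460), had 38 to 58 counts in the libraries labelled NC and at most 2 in each of the 6 others, at least 14.6-fold lower there. It was the only gene with at least 20 counts in every library of its group or groups and at most 3 in every library of the rest.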
